A study of Mus musculus with 6 samples.

How the data were processed

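Naive CD8 T cells had been sorted from mouse spleen into a population with high and a population with low fluorescence of a Nur77-GFP reporter, and RNA sequencing libraries of 3 GFP-hi and 3 GFP-lo samples were compared. Per the labels' protocols, sorted cells were frozen in lysis buffer, RNA was purified on small columns, full-length cDNA was made with the SMART-seq v4 kit and libraries were made with the Nextera XT kit. Per the file headers, the values deposited by the authors were RPKM, that is reads per kilobase of gene scaled to the size of the library, in 1 column for each sample. The aligner, the read counter, the genome build, the annotation and the rule by which genes were listed were not stated in the labels or headers, so coordinates were not used here. Columns were matched to samples by their names, and each sample's group was taken from its reporter label. All 6 columns of values were used.

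The table listed 11162 genes by Entrez ID and symbol. For 14 genes the symbol had been turned into a calendar date, and 1 further gene had an Entrez ID but no symbol. These symbols were looked up by Entrez ID in a RefSeq gene table, used for names only. The table also held an entry named GFP without an Entrez ID, which was taken as the reporter transcript.

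RPKM values are not counts, so the read depth behind them was recovered from the size of the step that 1 read makes in low values. For genes with a single transcript in GENCODE M21 (800 of the listed genes), RPKM was multiplied by transcript length, and the library size at which the products came closest to whole reads was sought. Recovered depths ran from 26170000 to 35940000 reads, and 87% to 89.8% of the low values used lay within 0.1 of a whole read, against 20% by chance. The score of the step was 15.7 to 17.9, against at most 4.23 with transcript lengths exchanged between genes. Depths of simulated libraries were recovered within 0.01%. A first attempt with the summed length of all exons of each gene gave no clear step and was dropped. A transcript of 1 kilobase at an RPKM of 1 thus rested on 26.17 to 35.94 reads. Such reads include PCR copies, so counting error is a lower limit of the true error.

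Genes with a mean RPKM of at least 1 over the 6 samples were tested (9351 genes), which left out 1811 genes. The test was limma (version 3.58.1, R version 4.3.3) on log2(RPKM + 1), with lmFit and eBayes with a mean-variance trend, no covariate, and Benjamini-Hochberg adjustment over all genes tested. Tests were two-sided. Genes with an adjusted p under 0.05 were counted as different. Fold changes are given on the log2(RPKM + 1) scale as GFP-hi over GFP-lo, which understates the change of genes with low RPKM. Means are given with the SD over 3 libraries, and fold changes with the standard error from limma. Samples were not paired, since their numbers follow the order of the records and name libraries only. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

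Gene lists were tested with camera at a preset correlation of 0.01 between genes, with fry and with camera at an estimated correlation beside it, adjusted by Benjamini-Hochberg over the lists. The 8 lists of the comparison held T-cell receptor-induced, inhibitory, memory and effector, naive and quiescence, interferon-stimulated, cell cycle, ribosomal protein and ribosome biogenesis genes. The remaining lists, used for technical checks, held dissociation and heat-shock, B cell, myeloid, erythroid, CD4 T cell and thymocyte genes. The groups, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined. By that rule the text names Nr4a1, the genes of the sorted surface proteins, and the 10 largest rises and 10 largest falls among genes with an adjusted p under 0.05 whose 3 libraries of one group all lay above those of the other, passing over predicted genes. From each of the 8 lists it adds up to 6 genes with an adjusted p under 0.05. GFP and the genes named in the technical checks lie outside that rule and were chosen after their values were seen. One of the sorted-protein genes, H2-Q8, was not analysed here.

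The fit was tested on simulated data. In 5 simulations over 9351 genes with the means and spreads of the real genes, 200 genes were changed by 1 on the log2 scale. On average 95.7% of them were recovered, 4.87% of the calls were false and the estimated change was 1. With no gene changed, the largest number of calls was 0. The median absolute log2 fold change of the genes called in the real data was 0.44. Recovery of changes of that size was not simulated.

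Alternatives fixed in advance changed the pseudocount (0.1 and 0.5), the filter (no filter, or a mean RPKM of at least 5), the scaling (each sample centred on its median, quantile normalization, or trimmed mean of M values, trimming 30% by ratio and 5% by level), the variance model (no trend, robust eBayes, or array quality weights) and the samples, leaving out each of the 6 in turn. A further 7 fits were chosen after the data had been seen. They used the level of nasal receptor genes as a covariate, subtracted it from all values, or took only the 4 libraries with more of it. They also used the dissociation and heat-shock genes as a covariate, took only the 4 libraries with lower values of those genes, ran limma voom on reads rebuilt from RPKM, length and depth, or removed each sample's trend with GC content and length by loess with a span of 0.5. The ribosomal protein list was also tested without the 9 kinase and binding protein genes that its symbol pattern took in, and the T-cell receptor-induced list without the genes shared with the dissociation and heat-shock list, both chosen after the data had been seen. Lengths and GC content were those of the longest transcript in GENCODE M21, which gave values for 98.9% of tested genes. Apart from limma voom on the rebuilt reads, tests made for count tables were not used, since the table held no counts. One of the genes examined is not reported here.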

Results

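RNA was measured in naive CD8 T cells from the spleen of mice that carry Nur77-GFP, a transgene in which green fluorescent protein is made under the control of the Nr4a1 locus. Nr4a1 encodes Nur77, an immediate early protein induced by signalling through the T-cell receptor. The cells also carried the OT-I receptor, a transgenic T-cell receptor, so that they shared one specificity. They had been sorted as CD8-positive cells with low CD44 and high Qa2, among other surface features of mature naive cells, and then by reporter brightness into GFP-hi and GFP-lo cells. The data comprised 3 libraries of each population. The recovered depth was 28450000, 33950000 and 29450000 reads in the GFP-hi libraries and 35940000, 28420000 and 26170000 reads in the GFP-lo libraries.

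The first question was whether the transcript behind the reporter followed the sort. Nr4a1 (Entrez 15370) had an RPKM of 56.6, 90.9 and 37.0 in the 3 GFP-hi libraries and of 63.1, 84.9 and 33.8 in the 3 GFP-lo libraries. The means were 61.5 ± 27.3 and 60.6 ± 25.6 RPKM (SD, n = 3 each). The log2 fold change was 0.02 with a standard error of 0.38 and a 95% interval from -0.85 to 0.89 (limma, adjusted p = 0.98). No difference in Nr4a1 was detectable, and the sign of its fold change was negative in 8 of 23 alternative fits. Its fold change was -0.30 without GFP-hi replicate 2, -0.34 without GFP-lo replicate 3 and at most 0.34 when another library was left out. The spread of Nr4a1 within the groups, an SD of 0.651 on the log2(RPKM + 1) scale, was larger than that of 99.6% of tested genes, whose median was 0.0897. Libraries with the same number had similar Nr4a1 levels in both populations. Whether they belong together is not known, so the fit did not pair them and the interval includes this spread. The reporter transcript itself had an RPKM of 214, 262 and 215 in GFP-hi and of 216, 215 and 191 in GFP-lo libraries. Its log2 fold change was 0.15 with a standard error of 0.092 (limma, adjusted p = 0.42), and the groups overlapped. It was 0.05 without GFP-hi replicate 2 and 0.09 without GFP-lo replicate 3. The alternatives gave adjusted p values from 0.087 to 0.73 for GFP. Neither transcript therefore provided a check of the sort labels.

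Among genes of sorted surface proteins, Cd8a differed by a log2 fold change of 0.07 (limma, adjusted p = 0.59), Cd8b1 by -0.01 (adjusted p = 0.92) and Cd44 by -0.06 (adjusted p = 0.69). None of these passed the threshold. Qa2 is encoded by a group of near-identical genes, so reads can be assigned to the wrong copy and the values of each copy are uncertain. H2-Q6 was lower in GFP-hi cells, with 107 ± 6.32 RPKM against 141 ± 4.23 RPKM (SD, n = 3 each) and a log2 fold change of -0.40 (standard error 0.061, limma adjusted p = 0.013). The call was lost without GFP-lo replicate 2 (adjusted p = 0.062) and without GFP-lo replicate 3 (adjusted p = 0.064), and the adjusted p ranged from 0.002 to 0.069 over the alternatives. H2-Q7 (-0.41, adjusted p = 0.11) and H2-Q9 (-0.33, adjusted p = 0.17) were lower without passing the threshold.

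**Figure D1:**
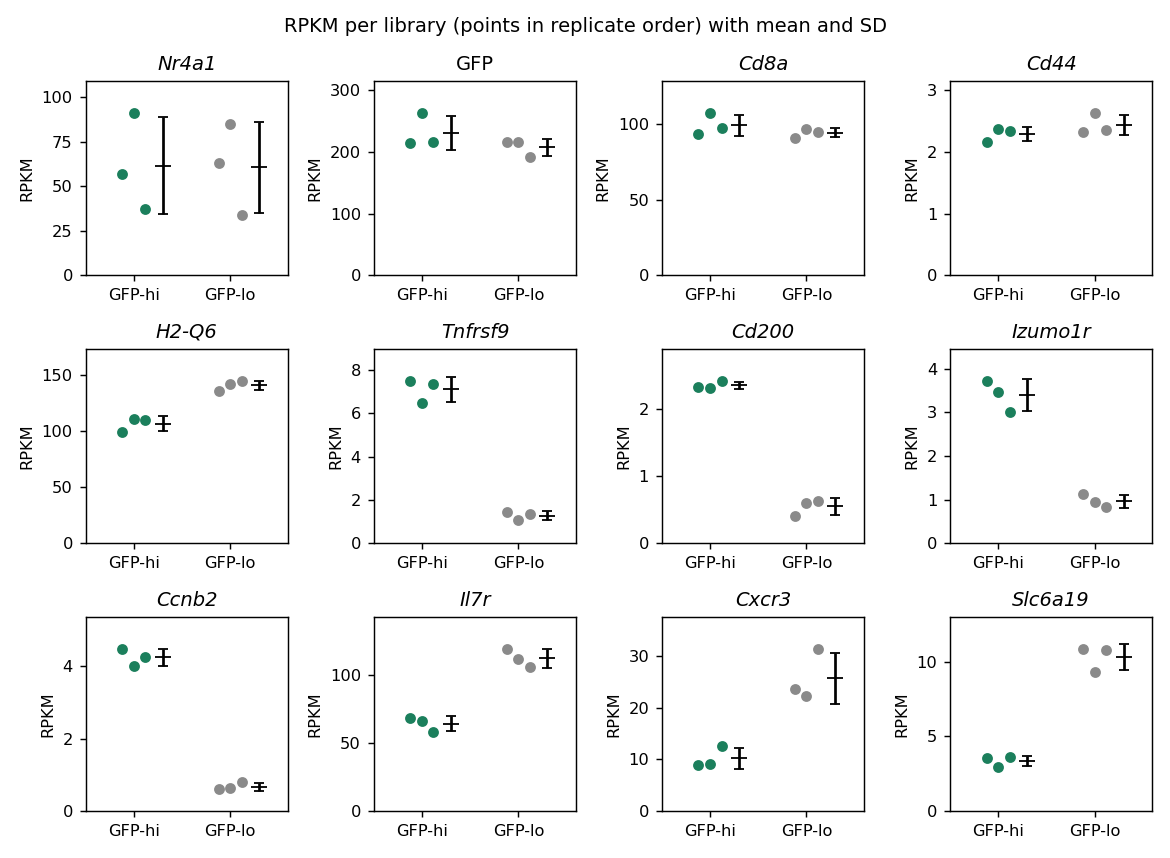
RPKM of 12 genes in each of the 6 libraries, with GFP-hi in green and GFP-lo in grey; points are in replicate order, and the horizontal mark and bar beside them are the mean and SD of 3 libraries. The libraries of the populations overlap for Nr4a1, GFP and Cd8a, whereas all 3 GFP-hi libraries lie above all 3 GFP-lo libraries for Tnfrsf9 and below them for Il7r.

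Libraries were highly similar. Pearson's r of log2(RPKM + 1) across tested genes, which are not independent replicates, averaged 0.986 ± 0.00326 over the 9 pairs between the populations. It averaged 0.991 ± 0.0048 over the 3 pairs within GFP-hi and 0.992 ± 0.00195 over the 3 pairs within GFP-lo (SD over pairs). The closest pair, GFP-hi replicates 1 and 3, had an r of 0.996 and a chi-square per gene of 5.53 on reads rebuilt from RPKM. These libraries thus differed by more than counting error. Counting error is a lower limit, since the reads include PCR copies, so the value cannot show whether the libraries came from separate samples. They were kept as separate samples because they are separate records. In a principal component analysis, components 1 to 4 held 40.6%, 30.6%, 17.5% and 7.47% of the variance, and the 3 libraries of each population lay on opposite sides of component 1.

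The main question was how the transcriptome of GFP-hi cells differed from that of GFP-lo cells. Of 9351 genes tested, 369 (3.95%) had a limma adjusted p under 0.05, with 230 higher and 139 lower in GFP-hi. At an unadjusted p under 0.05 there were 1885 genes. Differences were mostly small, with a median absolute log2 fold change of 0.44 among the 369 genes and a range from -1.75 to 1.83. A change of at least 2-fold was reached by 26 of the higher and 6 of the lower genes. All 369 genes had fully separate groups, as did 26.9% of all genes tested, against 10% by chance. Array quality weights gave the most genes, 783 higher and 499 lower, and the 4 libraries with lower dissociation and heat-shock genes gave the fewest, 52 higher and 49 lower. Leaving out 1 of the 6 libraries gave from 133 genes (without GFP-lo replicate 2) to 315 genes (without GFP-hi replicate 2). The share of higher genes was 62.3%. It was 52.1% (199 higher, 183 lower) with trimmed mean of M values scaling and 51.8% (320 higher, 298 lower) with the trend with GC content and length removed. All 369 genes kept their sign in each alternative fit in which they were tested. With fully separate groups, only fits that rescaled the libraries, corrected their values or added a covariate could have changed a sign.

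**Figure D2:**
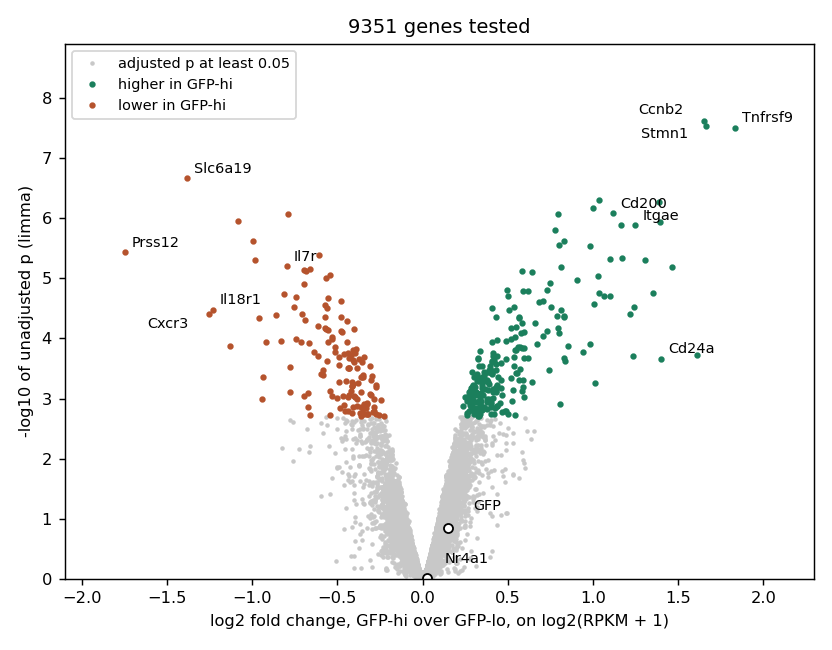
Each of 9351 tested genes by log2 fold change on the log2(RPKM + 1) scale (horizontal) and -log10 of the unadjusted limma p (vertical). Green points mark the 230 genes higher and brown points the 139 genes lower in GFP-hi at an adjusted p under 0.05, and open circles mark Nr4a1 and GFP, which were not among them.

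Libraries also differed in ways the populations did not explain, and the comparison was repeated within these divisions. Nasal receptor genes, the olfactory and vomeronasal receptor families, had a median RPKM over 41 listed genes of 0.292, 0.037 and 0.419 in GFP-hi and of 0.038, 0.263 and 0.583 in GFP-lo libraries. Among the 4 libraries with more of it, 2 per population, 264 genes were higher and 158 lower in GFP-hi, and 282 of the 369 genes remained different in the same direction. The other 2 libraries held 1 sample per population and allowed no test. The heat-shock genes Hspa1a and Hspa1b had an RPKM of 1100 and 1904 in GFP-hi replicate 2 and of 1234 and 2133 in GFP-lo replicate 2, against at most 235 and 503 in the other libraries. Among those other 4 libraries 52 genes were higher and 49 lower, and 93 of the 369 genes remained different. All 369 kept their sign, as genes with fully separate groups must in any subset that keeps both populations. With the dissociation and heat-shock genes as a covariate over all 6 libraries, 577 genes were higher and 262 lower, and 364 of the 369 remained. These divisions and fits were chosen after the data had been seen.

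**Figure D3:**
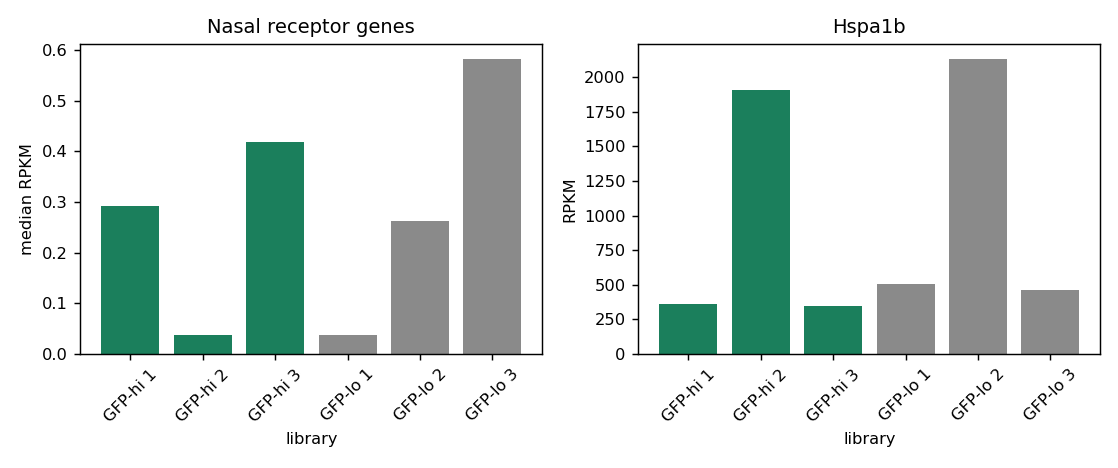
Median RPKM of the 41 listed nasal receptor genes (left) and RPKM of the heat-shock gene Hspa1b (right) in each library, with GFP-hi in green and GFP-lo in grey. Bars are single libraries without error; high and low libraries occur in both populations in each panel, with Hspa1b highest in replicate 2 of each.

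On the log2(RPKM + 1) scale, the largest rise was that of Tnfrsf9 (Entrez 21942), which encodes the costimulatory receptor 4-1BB. It had 7.10 ± 0.563 RPKM in GFP-hi and 1.27 ± 0.205 RPKM in GFP-lo cells (SD, n = 3 each), a log2 fold change of 1.83 (standard error 0.089, limma adjusted p = 9.7e-05). Stmn1 (1.66), Ccnb2 (1.65), Lad1 (1.61), Cd24a (1.40), Marcks (1.40), Rrm2 (1.39), Pclaf (1.35), Top2a (1.30) and Itgae (1.25) followed by log2 fold change. Itgae (Entrez 16407), which encodes the integrin CD103, was the most abundant of these, with 67.5 ± 6.63 RPKM against 27.8 ± 3.29 RPKM (SD, n = 3 each, limma adjusted p = 0.00087). The order of the rises depends on the pseudocount, since the genes with the lowest RPKM are shrunk most. With a pseudocount of 0.1, Pclaf (3.145) and Lad1 (2.968) rose more than Tnfrsf9 (2.398). With voom, Pclaf (3.909) also rose more than Tnfrsf9 (2.469). The largest fall was that of the serine protease gene Prss12 (Entrez 19142), with 1.74 ± 0.720 RPKM against 8.01 ± 0.272 RPKM (SD, n = 3 each) and a log2 fold change of -1.75 (standard error 0.157, limma adjusted p = 0.0017). Slc6a19 (-1.38), Cxcr3 (-1.26), Il18r1 (-1.23), Cd40lg (-1.13), Nacc2 (-1.08), Pde2a (-0.99), Ust (-0.98), Tnfsf8 (-0.96) and Ly6a (-0.94) followed. The named genes with an adjusted p under 0.05, apart from H2-Q6, numbered 39. Of these, 27 kept that call in each of the 6 fits without 1 library, and 12 lost it in at least 1, with adjusted p values up to 0.119. Among the genes of this paragraph, Lad1, Cd24a and Ly6a lost it, with limma adjusted p values up to 0.060, 0.062 and 0.10. Among those named from the gene lists, adjusted p rose to 0.094 for Cd83, 0.083 for Socs3, 0.067 for Nt5e, 0.12 for Gzmb and 0.072 for Il18rap. It rose to 0.11 for Il6ra, 0.11 for Als2cl, 0.053 for Gbp2 and 0.053 for Bub1b.

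Gene lists fixed in advance were then compared between the populations. Of the T-cell receptor-induced list 27 genes were tested. Tnfrsf9 and Cd83 (0.53) were higher, and no gene was lower, when adjusted over all genes tested; adjusted over the list alone, 3 were higher and 1 lower. The median log2 fold change of the list was -0.11 (camera, adjusted p = 0.77), with 15 of 27 genes lower, and 8 of its genes were also on the dissociation and heat-shock list. Those 8 were all lower, and the list without them, a choice made after the data had been seen, had a median of 0.06 (camera, adjusted p = 0.17). The median was positive without GFP-hi replicate 1 (0.0089), GFP-hi replicate 3 (0.02) or GFP-lo replicate 2 (0.05), and adjusted p values over the alternatives ran from 0.042 to 0.92.

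Of 33 inhibitory genes tested, 7 were higher and 2 lower over all genes, and 11 higher and 3 lower when adjusted over the list alone. Izumo1r (1.17), Cd200 (1.12), Ikzf2 (1.03) and Cd160 (0.98) rose by log2 fold change, whereas Socs3 (-0.93) and Nt5e (-0.58) fell. Cd200 (Entrez 17470) had 2.35 ± 0.0565 RPKM in GFP-hi and 0.549 ± 0.122 RPKM in GFP-lo cells (SD, n = 3 each, limma adjusted p = 0.00079). The list had a median of 0.05 and did not pass camera (adjusted p = 0.14) or camera with an estimated correlation (adjusted p = 0.59), but passed fry (adjusted p = 0.032). It passed camera without GFP-lo replicate 1, with a median of 0.11 (adjusted p = 0.039), and adjusted p values over the alternatives ran from 0.032 to 0.72.

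The memory and effector list changed in both directions. Of its 20 genes tested, 3 were higher and 4 lower over all genes, and 5 higher and 6 lower when adjusted over the list alone. Anxa2 (1.07) and Gzmb (0.81) were higher by log2 fold change, and Cxcr3, Il18r1, Il18rap (-0.78) and Prf1 (-0.57) were lower. The list as a whole had a median of -0.04 (camera, adjusted p = 0.14), which was -4.4e-05 without GFP-hi replicate 1, -0.10 without GFP-lo replicate 1, -0.11 without GFP-lo replicate 3 and -0.08 without GFP-hi replicate 2. Of 31 naive and quiescence genes, Ccr9 (0.67) was higher and Il7r (-0.80), Il6ra (-0.53) and Als2cl (-0.44) were lower over all genes; adjusted over the list alone, 1 was higher and 4 lower. Il7r (Entrez 16197), which encodes a chain of the interleukin 7 receptor, was lower in all 3 GFP-hi libraries, with 68.1, 66.2 and 57.7 RPKM against 119, 111 and 105 RPKM in GFP-lo libraries (standard error 0.077, limma adjusted p = 0.0022). The median of the list was -0.06 (camera, adjusted p = 0.12) and was -0.02 without GFP-lo replicate 1.

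The cell cycle list differed most. All 30 genes tested had a positive log2 fold change, a number that was 29 with trimmed mean of M values scaling, with the GC content and length trend removed and without GFP-hi replicate 2, GFP-lo replicate 2 or GFP-lo replicate 3. It was 28 in the 4 libraries with lower dissociation and heat-shock genes. Over all genes 16 were higher and 0 lower, and 27 were higher when adjusted over the list alone. The median log2 fold change was 0.39 (camera, adjusted p = 9.1e-22). The call held under fry (adjusted p = 0.00034) and with an estimated correlation (adjusted p = 0.025), and the median was positive and past the threshold in all 25 alternatives, from 0.33 to 0.50. Mki67 (log2 fold change 1.24) had an RPKM of 2.10, 1.31 and 2.31 in GFP-hi and of 0.07, 0.279 and 0.306 in GFP-lo libraries. Bub1b (1.24) had 2.47, 2.15 and 3.29 against 0.155, 0.59 and 0.949 RPKM.

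The remaining lists had few or no differing genes. Of 47 interferon-stimulated genes none was higher and 2 were lower over all genes, Ly6a and Gbp2 (-0.44), with 0 higher and 3 lower when adjusted over the list alone. The median was -0.04, with an adjusted p of 0.043 under camera that did not hold under fry (0.87) or with an estimated correlation (0.84). The median turned positive without GFP-hi replicate 1 (0.01) and without GFP-lo replicate 3 (0.04), and it was -0.00501 without GFP-hi replicate 2 (adjusted p = 0.12). The list passed camera at -0.13 without GFP-hi replicate 3 (adjusted p = 2.1e-06) and at -0.12 without GFP-lo replicate 1 (adjusted p = 0.00012). It also passed at -0.06 without GFP-lo replicate 2 (adjusted p = 0.012). No gene of the ribosomal protein list (88 tested, median -0.01, camera adjusted p = 0.15) or of the ribosome biogenesis list (45 tested, median -0.00083, camera adjusted p = 0.42) differed, either over all genes or adjusted over the list alone. The ribosomal protein list had been drawn by symbol and took in 9 genes of S6 kinases and of a binding protein. Without these, a choice made after the data had been seen, 79 genes had a median of -0.02 (camera, adjusted p = 0.12) and none differed. The list of 88 passed camera without GFP-hi replicate 2 (median -0.06) and without GFP-lo replicate 1 (-0.05), and its median was positive without GFP-hi replicate 1 (0.03), GFP-lo replicate 2 (0.01) or GFP-lo replicate 3 (0.0024).

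**Figure D4:**
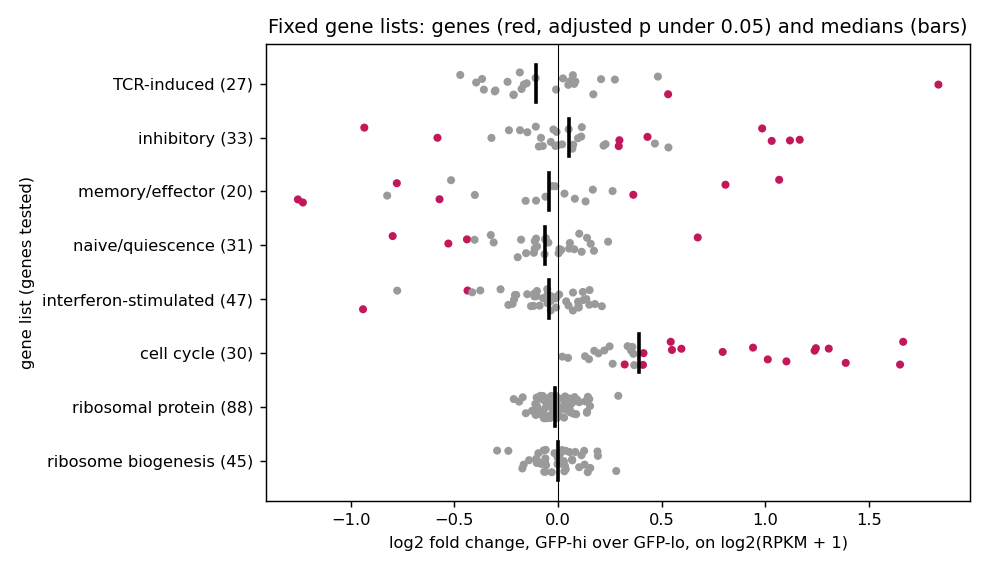
Log2 fold change on the log2(RPKM + 1) scale of each tested gene of 8 lists, with the number of genes tested in brackets; red points have an adjusted p under 0.05 over all genes and black bars are medians, and the vertical scatter within a list carries no value. All 30 cell cycle genes lie above 0 on this scale (29 with trimmed mean of M values scaling), whereas the memory and effector list has red points on both sides.

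Technical lists were checked for cells of other kinds and for handling. Of 23 dissociation and heat-shock genes tested, 20 were lower in GFP-hi, with a median log2 fold change of -0.30. From 20 to 22 were lower with the other scalings, 14 without GFP-lo replicate 2 and 13 with the list's own mean as a covariate. All 23 were lower without GFP-hi replicate 2, without GFP-lo replicate 1, with array quality weights and in the 4 libraries with more nasal receptor reads. Camera gave an adjusted p of 0.00012 and fry 0.46, and 1 gene, Socs3, passed on its own; 10 of the genes are on another list too. Of the B cell list 2 genes were tested, the highest being Cd79b at a mean of 12 RPKM. The myeloid list (4 tested, median -0.10, camera adjusted p = 0.46) was led by Bst2 at 72.5 RPKM, which is also an interferon-stimulated gene. Of the erythroid list 1 gene, Car2, was tested, at 3.16 RPKM, and it was higher in GFP-hi (log2 fold change 0.73, limma adjusted p = 0.0036). The CD4 T cell list (4 tested, median 0.28, camera adjusted p = 0.47) was led by Cd40lg, which was lower, and Izumo1r was higher. The thymocyte list (6 tested, median 0.0095, camera adjusted p = 0.98) was led by Cd8b1, and Ccr9 was higher. Fold changes fell with transcript length across genes (Spearman rho = -0.253), whereas GC content had a rho of -0.0289; genes are not independent replicates, so no p is given.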

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

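Fold changes below are log2 values and list values are medians over the list. The fits that used the nasal receptor genes, the dissociation and heat-shock genes, voom or the removal of the trend with GC content and length were chosen after the data had been seen. Where no cause is given, the cause was not tested.

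The direction of the 369 differing genes did not change in any fit in which they were tested, but their number did. Their groups were fully separate, so leaving out or weighting libraries or changing the pseudocount or filter could not have reversed a direction. There were 119 higher and 83 lower genes with a mean RPKM of at least 5, where fewer genes were tested (6412) and 202 of 227 tested genes of the 369 remained. Array quality weights gave 783 and 499, and the dissociation and heat-shock covariate gave 577 and 262, a share of 68.8% higher. The 4 libraries with lower dissociation and heat-shock genes gave 52 and 49, with fewer samples. Removing the trend with GC content and length gave 298 lower genes beside 320 higher. Across the 6 fits that each left out 1 library, with fewer samples, from 71 to 187 genes were higher and from 59 to 128 lower, the lowest totals being 133 without GFP-lo replicate 2 and 153 without GFP-hi replicate 1. Genes past 2-fold numbered 32 and were 59 with a pseudocount of 0.1 and 63 with voom, which shrink low genes less, and 8 with a mean RPKM of at least 5. Leaving out 1 library gave from 29 to 35.

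Nr4a1 had no detectable difference in any of 23 alternatives (adjusted p from 0.43 to 1.00), and its sign was not fixed. It was -0.0042 with quantile normalization, -0.0046 with trimmed mean of M values scaling, -0.42 with array quality weights, -0.0044 with the receptor covariate, -0.23 in the 4 libraries with more receptor reads and -0.014 in the 4 libraries with lower dissociation and heat-shock genes. Leaving out 1 library gave from -0.34 to 0.34. Among the sort markers, Cd8a was -0.0073 in the 4 libraries with more receptor reads. Cd8b1 was 0.18 with quantile normalization and 0.0059 with the dissociation and heat-shock covariate, and from -0.0417 to 0.00637 with 1 library left out. H2-Q6 was below the threshold with -0.42 in the 4 libraries with lower dissociation and heat-shock genes and ran from -0.43 to -0.35 with 1 library left out. H2-Q9 passed the threshold with the receptor covariate, at -0.32 (adjusted p = 0.033), against adjusted p values of up to 0.44 elsewhere.

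The cell cycle list kept its direction and its call in all 25 alternatives, and the memory and effector list stayed negative and without a call in all 25. The T-cell receptor-induced list passed camera at -0.22 in the 4 libraries with more receptor reads, was 0.0677 with the dissociation and heat-shock covariate and 0.0571 without the genes shared with that list, and ran from -0.20 to 0.0531 with 1 library left out. The inhibitory list was -0.00048 with a mean RPKM of at least 5, passed at 0.12 in the 4 libraries with more receptor reads and at 0.0509 under fry, and ran from 0.0201 to 0.11 with 1 library left out. The naive and quiescence list passed at -0.0588 with receptor reads subtracted. The interferon-stimulated list lost its call at -0.0366 (mean RPKM of at least 5), -0.0463 (centred on the median), -0.0670 (trimmed mean of M values), -0.0350 (receptor covariate), -0.0375 (voom), -0.0417 (fry and estimated correlation) and -0.0544 (4 libraries with lower dissociation and heat-shock genes). It was 0.0262 with array quality weights and ran from -0.13 to 0.0430 with 1 library left out. The ribosomal protein list passed at -0.0469 with array quality weights, -0.10 in the 4 libraries with more receptor reads and -0.0928 with the trend with GC content and length removed. It was 0.0267 with the dissociation and heat-shock covariate, and ran from -0.0584 to 0.0340 with 1 library left out. The ribosome biogenesis list was 0.00318 with the receptor covariate, 0.00162 with receptor reads subtracted and 0.00975 in the 4 libraries with lower dissociation and heat-shock genes, and ran from -0.0252 to 0.0121 with 1 library left out.

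Mean r between the populations was 0.99 without a filter and 0.982 on log2(RPKM + 0.1), and that within GFP-lo was 0.988 on log2(RPKM + 0.1). For the 39 named genes with a call, 820 of 875 alternative values kept direction and call, 55 kept the direction only and 0 reversed. These genes too had fully separate groups, so many of these fits could not have reversed a direction. A mean RPKM of at least 5 gave no value for the named genes below that level. The count models named in advance for count tables were not run, since the table held RPKM. No paired analysis was made, since the sample numbers follow record order only. Same-numbered libraries had similar Nr4a1 (GFP-hi and GFP-lo 56.6 and 63.1, 90.9 and 84.9, 37.0 and 33.8 RPKM). Across tested genes, the GFP-lo library closest to GFP-hi replicate 2 was GFP-lo replicate 2 (r = 0.98704). The GFP-lo library closest to GFP-hi replicate 3 was GFP-lo replicate 3 (r = 0.99118). Other pairs did not follow the numbers. GFP-hi replicate 1 was closer to GFP-lo replicate 3 (r = 0.98819) than to GFP-lo replicate 1 (r = 0.98745). GFP-lo replicate 2 was closer to GFP-hi replicate 3 (r = 0.98799) than to GFP-hi replicate 2. Whether same-numbered libraries share a mouse or day is not known here. The fits could miss differences seen only within pairs, so results without a call hold for unpaired groups only. Depth limited the low genes most, since an RPKM of 1 in a transcript of 1 kilobase was at most 35.94 reads.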

Other observations

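The tests of evenly spread DNA, of another tissue, of the sorted population as a source of receptor reads, of a single library behind the length trend and of the T-cell receptor-induced genes in 2 parts were chosen after the result had been seen. For genomic DNA and for exchanged labels, the values of 0.542 and -0.13 met the condition set beforehand for each as the cause. Both were read as open only after the values were known, since the 0.542 rests in part on which genes were listed and the list test did not tell the -0.13 from 0. The median of the chi-square over genes was added after its mean had been seen.

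The populations differed in 369 genes, and the real grouping was 1 of the 10 splits of the 6 samples into 3 and 3 with that many. Of the other 9 splits, 8 gave 0 genes and 1 gave 4 genes, the split of GFP-hi replicates 1 and 3 and GFP-lo replicate 3 from the rest, which are the 3 libraries with the most nasal receptor reads. With 10 splits no share under 0.1 can be reached. Technical trends were removed in turn. With the receptor level as a covariate, 100% of the 369 genes kept their direction and an unadjusted p under 0.05, and with the dissociation and heat-shock genes as a covariate 100% did. Both shares were nearly fixed beforehand, since the genes had been chosen at a stricter threshold on the same libraries. The receptor level also hardly differed between the populations (-0.121 on the log2 scale), which left its covariate little to remove. With the dissociation and heat-shock covariate, 364 genes kept an adjusted p under 0.05. After the trend with GC content and length was removed, 96.2% of them were still called. The like receptor levels, the 364 genes and the 96.2% argue against each of these 3 trends as the whole cause. The 100% values add little to that. A difference between the sorted populations may be the source, which is a hypothesis, since it was found and tested on the same libraries. Which mouse or day each library came from was not used here, so such a difference between animals or days stays open.

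The cell cycle list was higher in GFP-hi with 30 of 30 genes, and with 29 under trimmed mean of M values scaling. The receptor level was not higher in GFP-hi (difference of -0.121 on the log2 scale), which argues against receptor-type reads as the cause. Subtracting that level left 110% of the list's median. With like levels in both populations, the subtraction could hardly have lowered the median, so the 110% decides nothing. A small share of dividing cells among GFP-hi cells could raise cell cycle genes, as could a small rise in every cell, and bulk RNA cannot separate these. No test of either was run.

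Nr4a1 and GFP transcripts were not detectably different although the cells had been sorted by GFP. Exchanged labels would need the T-cell receptor-induced genes other than Nr4a1 to be lower in libraries labelled GFP-hi, and their median was -0.13, a value the list test did not tell from 0. Its sign rests on the 8 genes shared with the dissociation and heat-shock list, which were all lower. The other 18 had a median of 0.0641 with 11 of them higher, which camera did not tell from 0 either (unadjusted p = 0.128). Tnfrsf9, a gene of that list, was higher in those libraries, so exchanged labels cannot be told apart from correct labels by these values. Handling could hide a difference: Nr4a1 is an immediate early gene, and its level across 6 libraries had an r of 0.701 (exact permutation p = 0.131, adjusted 0.262) and a rho of 0.543 (exact permutation p = 0.297, adjusted 0.594) with the mean of the dissociation and heat-shock genes. Of 2 relations tested, the other, with GFP, had an r of 0.409 (exact permutation p = 0.422) and a rho of 0.2 (exact permutation p = 0.714). Without the 2 libraries farthest from the median, the r of Nr4a1 was -0.181, so the relation rests on those libraries. With the dissociation and heat-shock genes as a covariate Nr4a1 had a log2 fold change of 0.35 and an unadjusted p of 0.254 from limma, which leaves the question open. Their mean includes the 8 genes shared with the T-cell receptor-induced list, so it cannot separate handling from signalling. A reporter protein that outlasts its transcript may also separate brightness from RNA, which was not tested.

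Reads on nasal receptor genes separated 4 libraries from 2, the lowest of the 4 having 6.92 times the median RPKM of the highest of the 2. Both kinds occurred in each population, with a difference between populations of -0.121 on the log2 scale (exact permutation p = 0.9, the smallest possible being 0.1), which argues against the sort as the source. Other families not tied to T cells rose too. The median gain in the 4 libraries was 0.721 RPKM for olfactory receptor, 0.219 for vomeronasal receptor, 0.141 for brain ion channel and synapse, 0.506 for epithelium, skin and lens, and 0.357 for liver and kidney genes. The smallest of the gains of the last 3 families was 0.543 of that of the receptor genes, and all 4 libraries lay above both others for 33 of 36, 7 of 7 and 7 of 11 genes of those families. The size of these gains is subject to the choice of listed genes, but their order over libraries in 3 unrelated families argues against cells of 1 other tissue. Genomic DNA in the libraries may add reads to silent genes, and genes at 0.1 to 0.5 RPKM in the 2 libraries gained 0.542 of the receptor gain. The gain differed by level, but the rule by which genes were listed is not known, and a gene near 0 in the 2 libraries may be listed only for its reads in the other 4. Of genes below 0.1 RPKM in the 2 libraries 100% gained, and of those at 0.1 to 0.5 RPKM 90.2% did. Such selection fixes part of these gains, the 0.542 included, so they do not decide for or against genomic DNA. DNA spread evenly would give the receptor genes of a library 1 shared RPKM, but the chi-square per gene was 822 as a mean and 30.3 as a median over genes, and the genes' mean RPKM ran from 0.0868 to 5.59. Their order was shared between libraries, with a Spearman rho across genes of 0.874 to 0.979 over 6 library pairs. Unevenly spread DNA, or reads assigned to these genes by sequence, cannot be told apart here, since positions of reads were not used.

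Fold changes fell with transcript length across genes, with a rho of -0.253. The rho of each library's deviation with length was -0.479 in GFP-hi replicate 2 and from 0.0157 to 0.258 in the other 5. Without GFP-hi replicate 2 the rho of fold change and length was -0.0432, so this trend is likely the property of 1 library. No biological explanation was tested for it.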
